A study of Mus musculus with 12 samples.

How the data were processed

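RNA from the kidneys of 12 male mice was measured, 4 wild-type, 4 healthy knock-in and 4 sick knock-in, with 1 library per mouse. Per the labels' protocols, total RNA was extracted with a miRvana kit, treated with DNase and made into libraries with a Trueseq kit. Whether the libraries keep strand is not given in the sources used here. Trim Galore 0.3.7, TopHat2 2.0.11, Cufflinks and DESeq2 1.12.4 are named per the submitters' processing notes, with the genome build GRCm38. The counting program and the annotation release are not given in the sources used here. The deposited table gives raw counts per Ensembl gene for the 12 libraries, per the file headers. It also gives the authors' log2 fold change and adjusted p-value for each of the 3 comparisons, per the file headers. The authors' deposited table gives no values for 18391 of its 39171 genes, none of which has a count above 2 in a library. Where the authors' log2 fold change exceeds 0.5 in size, the deposited test statistic equals that excess over its SE within 0.01 for 100% of 10890, 2919 and 10304 genes, so those tests were made against a minimum of 0.5.

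Groups were taken from the labels. Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr by group, which left 15589, and libraries were scaled by TMM, with factors of 0.839 to 0.901 in wild-type, 0.804 to 0.933 in healthy and 1.23 to 1.39 in sick knock-in mice. A quasi-likelihood model with 1 mean per group was fitted to all 12 libraries without covariates, and each pair of groups was compared by its F test, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The common biological coefficient of variation was 0.270. The SE of a log2 fold change was its size over the square root of F. CPM used the effective library sizes except where TMM is replaced. Where the 4 libraries of a group held no count, a fold is given as a bound against a floor of 3 counts over the group. With 1 to 3 counts over a group levels are given in place of a fold. Such bounds cover counting error only.

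Before the data were examined, 53 lists of genes of kidney cell types, injury, immune cells, metabolism, sialic acid use, physiology, sample quality and other tissues were fixed, with 959 names, of which 951 were found in the table and 8 were not. Lists with at least 5 measured genes, 51 of them, were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the lists of a comparison. Camera with an estimated correlation and fry were run beside it. Adrenal gland and sex check lists had too few measured genes to be tested. Counts of members past the threshold are over all genes tested, and the count adjusted over the list alone is given where it differs. The genes named were set by a rule, applied in each comparison. It took Gne, the 8 genes with the largest positive and the 8 with the most negative log2 fold change, and up to 4 members of each list that passed or held at least 3 passing genes. The largest changes were taken from genes past the threshold with at least 1 CPM in the higher group, no overlap of the 4 and 4 libraries, and no predicted or clone name. Where no member of a passing list passed, 2 were given as values. Some genes that these rules select are not reported here. Some genes are named outside the rule because they went against their list or were few, and these were chosen after their values were seen: Krt19, Ren1, Cfb, Cd55, Pdk4, Cyp4a14 against wild-type, Hspb1, Kap, Cyp27b1, Pvalb in healthy mice, and the list members named without a value.

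The comparisons against wild-type mice share their controls, so unchanged groups were simulated 20 times with a shared set of controls. The wild-type mice were also split into pairs in all 6 ways. Spread within groups was compared by exact permutation over 35 splits. All 35 splits of the 8 libraries of each comparison were refitted. In a test on simulated data for sick against wild-type mice with 14715 genes, 50 of 100 genes changed by 1 on the log2 scale were recovered and 96 of 100 changed by 2, with 7 false calls (4.58%). For healthy knock-in against wild-type mice 47 and 88 of 100 were recovered, with 6 false calls (4.26%). A planted list was called and 0 of 50 unchanged lists were, for sick against wild-type mice with 14795 genes. Whether the preset correlation gives as few false calls in lists whose genes vary together was not tested.

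Alternatives tried were DESeq2 size factors, upper-quartile scaling, library totals alone, no filter and a stricter filter (1 CPM in 4 libraries), robust dispersion, the 8 libraries of a comparison alone, the replicate number as a block, DESeq2 1.42.0, limma-voom with quality weights, an adjusted p of 0.01, a log2 fold change of at least 1, the 500 genes with the largest variance for the spread, and leaving out each library in turn. Gene coordinates and exon lengths came from a reference annotation of GRCm38. No library was left out of the results reported. No pair of libraries within a group was a duplicate, with a chi-square per gene of 12.0 to 204 over 18 pairs.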

Results

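Kidney RNA was sequenced from 12 male mice of up to 3 months of age, 4 in each of 3 groups. The groups were wild-type mice, mice homozygous for the M743T substitution in Gne that the submitters class as healthy, and mice of that same genotype that they class as sick. Gne encodes the bifunctional enzyme of the opening steps of sialic acid synthesis, an epimerase and kinase. The count table held 39171 genes, of which 15589 had counts high enough to be tested. Total counts per library were 13189478 to 19493856 in wild-type mice, 18191087 to 21925419 in healthy knock-in mice and 10605546 to 22633684 in sick knock-in mice. Levels are given in CPM, counts scaled to the effective library size, as mean ± SD over the 4 mice of a group, and log2 fold changes with their SE. The leading principal component of log2 CPM held 60.9% of the variance and set the 4 sick libraries, at 74.1 to 116, apart from the other 8, at -61.8 to -32.3. On the next component, with 11.9% of the variance, wild-type mouse 2 lay at -84.7 and the other wild-type mice between 1.34 and 18.3.

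Gne (ENSMUSG00000028479) lies on chromosome 4 from 44034075 to 44084177 of GRCm38, on the reverse strand. Its transcript level was 39.3 ± 2.68 CPM in wild-type, 46.4 ± 20.5 CPM in healthy knock-in and 27.1 ± 2.18 CPM in sick knock-in kidney (SD, n = 4 each). In healthy knock-in mouse 4 it was 76.9 CPM, against 32.8 to 39.9 CPM in the other mice of that group. Gne fell in sick against healthy knock-in mice, with a log2 fold change of -0.78 ± 0.23 and an edgeR adjusted p of 0.0134. The value was -0.43 when healthy mouse 4 was left out. It was -0.17 when libraries were scaled by their totals alone, and the call was then lost (adjusted p = 0.469). Against wild-type the log2 fold change was -0.54 ± 0.23 in sick mice (adjusted p = 0.0643) and 0.24 ± 0.22 in healthy knock-in mice (adjusted p = 0.912). Without healthy mouse 4 these became -0.54 with an adjusted p of 0.00212 and -0.12 with an adjusted p of 0.966. With libraries scaled by their totals alone, the value for Gne in sick against wild-type mice was 0.06. A substitution need not change the RNA level of its gene, so these values describe Gne and do not check the genotype. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had counts in all 12 libraries, Ddx3y at 25.1 to 67.4 CPM, and Xist stood at 0.498 CPM or less.

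The comparison of sick knock-in with wild-type mice asks what differs in the kidneys of mice that carry the substitution and became ill. Genes of tubular injury, of extracellular matrix and of macrophages rose in sick kidneys, and genes of the proximal tubule and of mitochondrial energy metabolism fell. Tested as lists these changes passed in camera with a preset correlation, and none held with an estimated one (adjusted p = 0.238 to 0.388). Lcn2, which encodes the secreted injury marker lipocalin 2, was at 309.9 ± 74.1 CPM in sick and 3.24 ± 1.47 CPM in wild-type kidney, 93.8-fold higher (log2 fold change 6.55 ± 0.38, adjusted p = 4.50e-07). Spp1, which encodes osteopontin, rose 21.8-fold to 11264 ± 2609.6 CPM. Slc34a1, the main phosphate carrier gene of the proximal tubule, fell from 5344 ± 557 to 723 ± 303 CPM (log2 fold change -2.89 ± 0.30). In all, 4032 genes rose and 3901 fell at an adjusted p below 0.05 in edgeR's quasi-likelihood test, 50.9% of those tested, of which 1240 rose and 551 fell at least 4-fold. The 4 sick and 4 wild-type mice did not overlap in 43.2% of the genes tested, where chance gives 2.86%. With libraries scaled by their totals alone the median gene moved up by 0.59 on the log2 scale, 8420 genes rose and 1605 fell, and the share of higher calls was 84.0% instead of 50.8%.

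The genes with the largest rises among those that met the naming rule were Mmp7, Ntsr1, Sprr2f, Pkp1, Sftpd, Nfasc, Sprr2g and Krt20. Mmp7, which encodes the matrix metalloproteinase matrilysin, had no count in wild-type mice and 2.66 ± 0.608 CPM in sick mice, at least 49.7-fold higher against a floor of 3 counts over the group. On the same floor Ntsr1, the neurotensin receptor gene, was at least 29.2-fold higher, Pkp1, a desmosome component, at least 25.3-fold and Sftpd, which encodes surfactant protein D, at least 24.0-fold. Krt20, an intermediate filament gene of injured tubules and of urothelium, rose 132-fold, from 0.227 ± 0.143 to 29.6 ± 16.8 CPM. Sprr2f and Sprr2g, genes of cornified envelope proteins, had 2 counts each over the 4 wild-type libraries and stood at 9.15 ± 3.98 and 5.71 ± 4.44 CPM in sick mice. They belong to a family of near-identical genes, so their separate levels are uncertain. Nfasc, which encodes neurofascin, had 3 counts in wild-type mice and 8.42 ± 6.70 CPM in sick mice.

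The largest falls under that rule were in Slc22a7, Cntnap5a, Lipo2, Hrg, Pde6a, Akr1c18, Akr1c14 and Tmprss9. Slc22a7, which encodes the organic anion transporter OAT2, fell from 242 ± 174 to 1.05 ± 0.782 CPM (log2 fold change -7.83 ± 0.70, or -7.20 without wild-type mouse 2). Akr1c14 and Akr1c18, hydroxysteroid dehydrogenase genes of a family with similar sequences, had log2 fold changes of -6.38 and -6.51, which were -7.41 and -7.11 without sick mouse 4, and for Akr1c18 -5.77 without wild-type mouse 2. Pde6a, a phosphodiesterase subunit gene, fell by 6.95 on the log2 scale, or 6.16 without wild-type mouse 3, and Tmprss9, a serine protease gene, fell by 6.26. Lipo2, a lipase gene, had no count in sick mice and 1.32 ± 0.433 CPM in wild-type mice, at least 38.5-fold lower in sick mice. Cntnap5a, a neurexin family gene, had 2 counts in the 4 sick libraries and 6.07 ± 3.55 CPM in wild-type mice. Hrg, which encodes histidine-rich glycoprotein, had 1 count in sick and 3.45 ± 2.14 CPM in wild-type mice.

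Of the gene lists fixed in advance, all 25 tubular injury genes rose, with a median log2 fold change of 2.99 (adjusted p = 1.25e-12 in camera with a preset correlation, adjusted p = 0.238 with an estimated correlation). They included Vim, which encodes the mesenchymal filament vimentin, up 7.64-fold, Anxa3, an annexin gene, up 7.94-fold, and the keratin gene Krt19, up 51.2-fold. All 26 matrix and fibrosis genes rose, with a median of 3.09 (adjusted p = 0.241 with an estimated correlation). Lox, whose product crosslinks collagen, rose 21.6-fold, the membrane-bound metalloproteinase gene Mmp14 11.9-fold and the gelatinase gene Mmp2 10.8-fold. In the basement membrane list of 21 genes 13 rose and 4 fell, or 14 and 4 adjusted over the list alone (median 0.89, adjusted p = 0.563 with an estimated correlation), and its camera call was lost without wild-type mouse 2 (adjusted p = 0.0655) and with libraries scaled by their totals alone (adjusted p = 0.236). Those that fell were Tinag, Lama1, Col4a3 and Col4a4, and Col4a4, a chain of the mature glomerular collagen network, fell 3.00-fold. In the mesangium and pericyte list 11 of 14 genes rose, or 12 adjusted over the list alone (median 1.44, adjusted p = 0.238 with an estimated correlation), among them Pdgfrb, a growth factor receptor gene, at 2.67-fold and Rgs5, a pericyte marker, at 4.43-fold. Ren1 of that list, which encodes renin, fell from 95.1 ± 54.4 to 26.2 ± 18.997 CPM (adjusted p = 0.0181), a call that did not hold without wild-type mouse 1 (adjusted p = 0.0626) or without sick mouse 1 or 4 (adjusted p = 0.0503 and 0.0501), nor with libraries scaled by their totals alone (adjusted p = 0.0599), and its log2 fold change of -1.87 became -2.49 without sick mouse 3. In the actin and adhesion list 13 of 25 genes rose, or 14 adjusted over the list alone, and Rdx fell (median 0.81, adjusted p = 0.238 with an estimated correlation). Of 18 genes of p53 targets and apoptosis 9 rose (median 0.67, adjusted p = 0.238 with an estimated correlation), the BH3-only gene Pmaip1 by 3.26-fold and the stress cytokine gene Gdf15 by 7.37-fold.

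Genes of immune cells also rose in sick kidneys. Of 22 macrophage genes 21 rose, with a median log2 fold change of 2.79 (adjusted p = 0.326 with an estimated correlation), among them Ctss, a lysosomal protease gene, up 12.6-fold, C1qa, of the classical complement pathway, up 8.59-fold and Cd68, a lysosomal membrane protein gene, up 6.71-fold. Of 20 complement and fibrinogen genes 17 rose (median 2.76, adjusted p = 0.238 with an estimated correlation), with Serping1, the gene of the C1 inhibitor, up 6.69-fold. The same list held the alternative pathway gene Cfb, which fell 2.29-fold, and the complement inhibitor gene Cd55, which fell 1.94-fold, a call that was lost with libraries scaled by their totals alone (log2 fold change -0.35, adjusted p = 0.328). Of 21 chemokine and cytokine genes 16 rose (median 2.21, adjusted p = 0.345 with an estimated correlation), with the B cell attractant Cxcl13 up 43.4-fold and the alarmin gene Il33 up 4.44-fold. Of 16 antigen presentation genes 15 rose (median 1.36, adjusted p = 0.365 with an estimated correlation), including the class II genes Cd74 at 5.75-fold and H2-Ab1 at 5.34-fold. In the T and NK cell list 11 of 16 genes rose, or 13 adjusted over the list alone (median 1.94, adjusted p = 0.416 with an estimated correlation). The cytokine receptor gene Il7r went from 0.752 ± 0.315 to 6.94 ± 4.61 CPM and the coreceptor gene Cd8a from 0.721 ± 0.275 to 2.82 ± 1.30 CPM. In the interferon list 15 of 26 genes rose and Rsad2 fell, or 16 and 2 adjusted over the list alone (median 1.16, adjusted p = 0.501 with an estimated correlation), with the antiviral genes Oas2 up 5.93-fold and Ifit2 up 2.64-fold. Without sick mouse 3 the median of that list was 0.71 (camera adjusted p = 0.0289). The neutrophil list did not pass (adjusted p = 0.0683), although Mmp8, Il1b, Csf3r and S100a8 rose, and of 9 B cell genes Sdc1 alone rose (adjusted p = 0.707).

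Genes of the nephron segments went different ways. Of 24 proximal tubule genes 23 fell, with a median log2 fold change of -2.77 (adjusted p = 0.238 with an estimated correlation). Slc5a2, which encodes the glucose carrier SGLT2, fell 10.1-fold, the phosphate carrier gene Slc34a3 24.6-fold and Gatm, an enzyme gene of creatine synthesis, 12.6-fold. Of 13 distal convoluted and connecting tubule genes 8 fell (median -1.40, adjusted p = 0.365 with an estimated correlation), with Pvalb, a calcium-binding protein gene of the early distal convoluted tubule, down 55.1-fold and the thiazide-sensitive carrier gene Slc12a3 down 4.45-fold. In the thick limb list the genes Egf, Cldn10, Ppp1r1a, Bsnd and Kcnj1 of 13 fell, or 4 of them adjusted over the list alone (median -0.81, adjusted p = 0.599 with an estimated correlation), and the growth factor gene Egf went from 1379.9 ± 341 to 47.8 ± 33.5 CPM, 28.9-fold lower and 43.4-fold without sick mouse 2. The camera call of that list was lost without sick mouse 4 (adjusted p = 0.0847) or wild-type mouse 2 (adjusted p = 0.0655). In the intercalated cell list 8 of 16 genes fell, or 9 adjusted over the list alone, and Kit rose (median -0.81, adjusted p = 0.560 with an estimated correlation), and its camera call was lost without sick mouse 4 (adjusted p = 0.0838) or wild-type mouse 2 (adjusted p = 0.0546). The collecting duct list did not pass (adjusted p = 0.148), while 5 of its 13 genes rose, among them the water channel gene Aqp2, 3.83-fold. Podocyte genes went both ways, 10 up and 5 down of 23 (adjusted p = 0.461). Of 15 glomerular endothelium genes Plat rose and Lpl and Kdr fell, and adjusted over the list alone 1 gene, Kdr, passed (adjusted p = 0.461).

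Metabolic genes fell in the same kidneys. All 33 nuclear genes of oxidative phosphorylation fell, with a median log2 fold change of -1.36 (adjusted p = 0.388 with an estimated correlation), for example Ndufs1 of complex I by 3.36-fold and Sdha of complex II by 2.85-fold. Of 12 mitochondrially encoded genes 9 fell (median -1.71, adjusted p = 0.361 with an estimated correlation), with the complex I gene mt-Nd2 4.55-fold and the complex III gene mt-Cytb 4.07-fold lower. Those that did not pass were mt-Atp8, mt-Atp6 and mt-Co3, which are listed at 0 in wild-type mouse 2. Of 29 fatty acid oxidation genes 19 fell (median -1.02, adjusted p = 0.464 with an estimated correlation), with the acyl-CoA dehydrogenase gene Acadm down 8.48-fold. Cyp4a14 and Pdk4 of that list, known targets of PPARα, rose 30.6-fold and 5.09-fold, Cyp4a14 55.7-fold without wild-type mouse 3 and 19.7-fold without sick mouse 3. Of 9 gluconeogenesis genes 6 fell, or 7 with 1 higher adjusted over the list alone (median -1.70, adjusted p = 0.464 with an estimated correlation), with Fbp1, the bisphosphatase gene, down 5.67-fold and Pcx, the gene of pyruvate carboxylase, 4.95-fold. In the cholesterol synthesis list 11 of 24 genes fell and Fdft1 rose, and the median of -0.38 became 0.22 with libraries scaled by their totals alone (adjusted p = 0.464 with an estimated correlation). Cyp51, a sterol demethylase gene, fell 14.1-fold and Idi1, of isoprenoid synthesis, 7.27-fold. In the list of glutathione genes and organic ion carriers 13 of 18 fell, with the urate carrier gene Slc22a12 down 6.44-fold and Ggt1 5.92-fold, while the efflux pump genes Abcb1a, Abcb1b and Abcc4 rose (median -1.73, adjusted p = 0.345 with an estimated correlation).

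Genes known to be higher in male than in female mouse kidney fell as well, 13 of 17, or 14 adjusted over the list alone (median -3.34, adjusted p = 0.343 with an estimated correlation). The amino acid carrier gene Slc7a13 fell 59.3-fold and Odc1, of polyamine synthesis, 12.98-fold. Aoc1, the diamine oxidase gene of that list, rose 16.01-fold, and 27.0-fold without wild-type mouse 2. Kap, a proximal tubule gene under androgen control, stood at 712 ± 469 CPM in sick mice, is listed at 0 in wild-type mouse 2 and was at 24631 to 29317 CPM in the other wild-type mice (adjusted p = 0.0258). The call for Kap did not hold without sick mouse 1 or 2 (adjusted p = 0.0622 and 0.0632), with the 8 libraries compared alone (adjusted p = 0.0598) or with the replicate number as a block (adjusted p = 0.0715).

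Genes of sialic acid metabolism were examined because of the altered gene. In the sialic acid synthesis list 7 of 11 genes fell, or 9 adjusted over the list alone, with a median log2 fold change of -0.54 (adjusted p = 0.00882 in camera, adjusted p = 0.238 with an estimated correlation). With libraries scaled by their totals alone the median became 0.06 and the camera call was lost (adjusted p = 0.0564). Gne is a member of this list, and both medians are the values of Gne itself, so they are not separate from its result. Cmah, which hydroxylates CMP-sialic acid, fell 3.55-fold and Cmas, which activates sialic acid, 1.63-fold, a call that was lost with libraries scaled by their totals alone (log2 fold change -0.12, adjusted p = 0.552). The Golgi carrier gene Slc35a1 was 1.40-fold lower (log2 fold change -0.49), a direction that turned to 0.10 with libraries scaled by their totals alone. Sialyltransferase genes went both ways, with 9 up and 2 down of 17, or 10 and 4 adjusted over the list alone (adjusted p = 0.0627). St8sia2, a polysialyltransferase gene, rose 19.7-fold, St6gal1 rose 4.38-fold, and St8sia1, the ganglioside GD3 synthase gene, fell 4.30-fold. Among 8 sialidase and siglec genes Cd33, Siglec1, Siglece, Cd22 and Neu3 rose and Neu1 and Neu2 fell, the lysosomal sialidase gene Neu1 by 2.93-fold (adjusted p = 0.258 for the list).

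Markers of tissue handling and of adjoining tissue also moved with the sick group. Of 18 immediate early genes 16 rose (median 2.05, adjusted p = 0.365 with an estimated correlation), the transcription factor gene Klf4 by 5.76-fold. All 10 urothelium genes rose (median 5.36, adjusted p = 0.464 with an estimated correlation), among them the surface antigen gene Psca, from 0.456 ± 0.311 to 24.8 ± 18.7 CPM, and the basal cell factor gene Trp63, from 0.481 ± 0.215 to 5.84 ± 5.06 CPM. Their rises of 51.7-fold and 11.99-fold became 33.8-fold and 6.88-fold without sick mouse 4, and that of Psca 78.1-fold without wild-type mouse 2. Of 9 adipose genes 8 rose (median 3.54, camera adjusted p = 0.0495, adjusted p = 0.613 with an estimated correlation), with the adiponectin gene Adipoq at 48.2 ± 52.2 and the lipid droplet gene Plin4 at 73.9 ± 63.2 CPM in sick mice. Their rises of 13.8-fold and 15.4-fold became 6.65-fold and 9.35-fold without sick mouse 4, and that of Adipoq 21.2-fold without wild-type mouse 4. The camera call of the adipose list was lost without sick mouse 2, 3 or 4 (adjusted p = 0.0570, 0.0813 and 0.132) or wild-type mouse 2 (adjusted p = 0.0655), with libraries scaled by their totals alone (adjusted p = 0.398), with a stricter filter (adjusted p = 0.0503) and in fry (adjusted p = 0.0550), and the call for Adipoq was lost in limma-voom (adjusted p = 0.0503). That of the urothelium list was lost with libraries scaled by their totals alone (adjusted p = 0.0564). The summed adipose signal was 78.5, 560.0, 583 and 2606 CPM in sick mice 1 to 4 and 126 to 204 CPM in wild-type mice. All 8 nerve and smooth muscle genes rose (median 1.99, adjusted p = 0.388 with an estimated correlation). In the heat shock list 8 of 13 genes fell, with the chaperonin gene Hspd1 down 3.86-fold, and the small heat shock gene Hspb1 rose 4.33-fold, or 7.92-fold without wild-type mouse 4 (list median -1.07, adjusted p = 0.563 with an estimated correlation), and without wild-type mouse 4 the median was -0.64 and the camera call of that list was lost (adjusted p = 0.0760). All 5 measured replication-dependent histone genes of 16 listed fell (median -1.93, adjusted p = 0.343 with an estimated correlation), and without a filter on low counts the median was -0.52 and the camera call was lost (adjusted p = 0.301). Mitochondrially encoded genes held 5.29% to 9.06% of the counts in sick, 14.3% to 15.7% in healthy knock-in and 11.1% to 16.5% in wild-type libraries. The 11.1% was that of wild-type mouse 2, where mt-Atp8, mt-Atp6 and mt-Co3 are listed at 0. The other wild-type libraries held 14.8% to 16.5%.

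**Figure D1:**
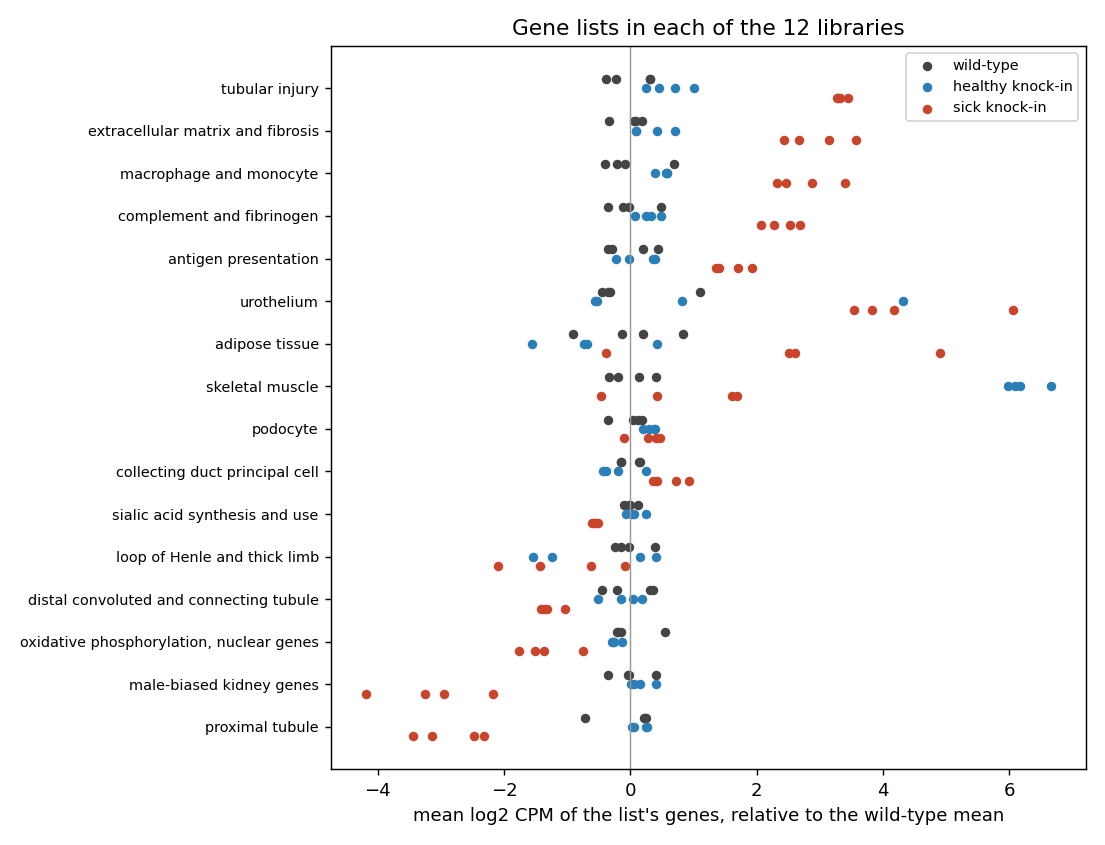
Mean log2 CPM of the genes of 16 lists in each of the 12 libraries, relative to the wild-type mean, with 1 point per mouse. The sick knock-in mice lie between 3.27 and 3.44 in tubular injury genes, and the healthy knock-in mice between 5.98 and 6.66 in skeletal muscle genes.

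**Figure D2:**
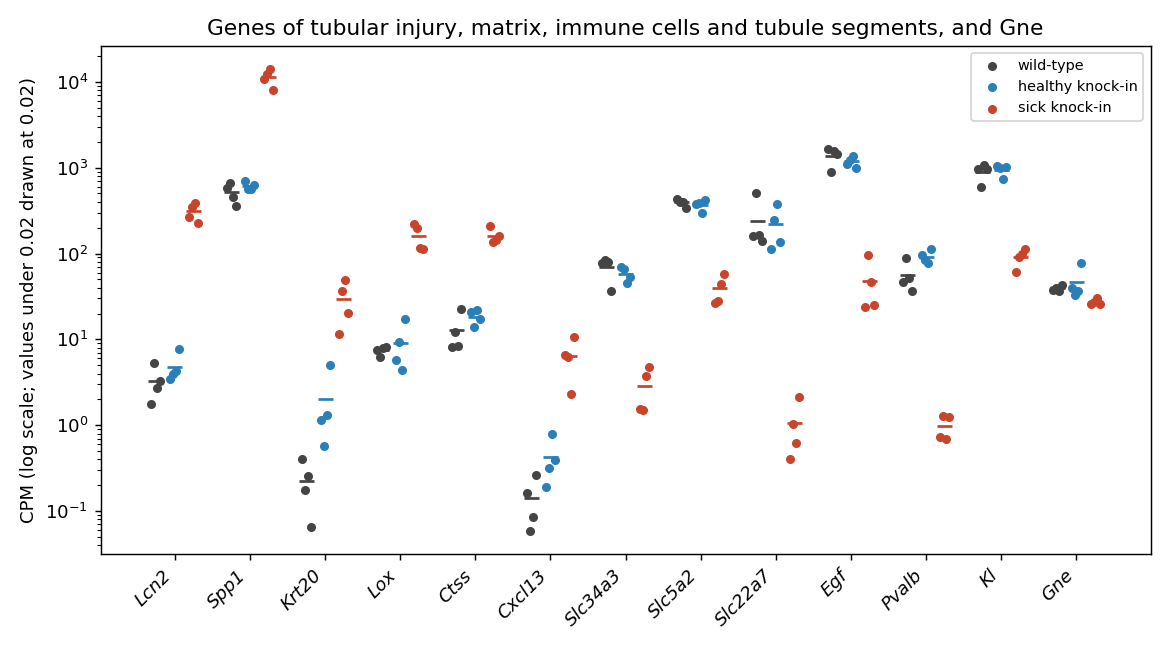
Levels of 13 genes in CPM on a log scale, with 1 point per mouse and a bar at the mean of the 4 mice of each group. Lcn2 averages 309.9 CPM in sick knock-in mice against 4.83 in healthy knock-in and 3.24 in wild-type mice, and Gne reaches 76.9 CPM in healthy knock-in mouse 4.

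Of 51 lists tested in sick against wild-type mice 18 passed upward and 14 downward in camera. All 32 were lost with an estimated correlation, with adjusted p values from 0.238 to 0.680, 7 were lost with a single library left out, and 36 lists passed in fry, which tests whether a list's genes move one way without setting them against other genes. In the authors' deposited table, the genes higher in sick than in wild-type mice at an adjusted p below 0.05 number 2101 and those lower 1639, of which 3602 were called in the same direction here.

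The comparison of healthy knock-in with wild-type mice asks what differs in mice of the genotype that the submitters class as not sick. The strain background, and whether the wild-type mice were littermates, are not given in the sources used here. A difference to wild-type mice can thus not be assigned to the substitution alone. Transcripts of skeletal muscle genes were present in the libraries of the 4 healthy knock-in mice and nearly absent from those of the wild-type mice, and whether they were made in the kidney is not known. Acta1, which encodes skeletal muscle actin, was at 75.8 ± 17.2 CPM against 0.149 ± 0.208 CPM (log2 fold change 8.83 ± 0.64, adjusted p = 2.43e-05). It had 1, 1, 0 and 7 counts in wild-type mice 1 to 4, so no fold is given without mouse 4. The calcium pump gene Atp2a1 was at 45.8 ± 10.3 against 0.180 ± 0.0942 CPM and the fast myosin gene Myh4 at 45.6 ± 12.9 against 0.130 ± 0.261 CPM, where all 8 wild-type counts of Myh4 were in mouse 4. In edgeR's test 48 genes rose and 1 fell, and 38 of the 49 are known skeletal muscle genes, a grouping made after the calls were seen. An unadjusted p below 0.05 was reached by 700 genes, and the groups did not overlap in 3.97% of the genes tested, where chance gives 2.86%. DESeq2 called 87 genes and limma-voom 86.

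Further muscle genes among the largest rises were Myh2, a fast myosin gene, and Myot, a Z-disc gene, with no count in wild-type mice and at least 115-fold and 90.3-fold higher against a floor of 3 counts over the group. Eef1a2, an elongation factor gene of muscle and neurons, was at least 47.5-fold higher. Mb, which encodes myoglobin, had 1 count in wild-type mice and 12.3 ± 2.90 CPM in healthy knock-in mice, and Ckm, the muscle creatine kinase gene, had 3 counts and 29.3 ± 6.42 CPM. The fast myosin gene Myh1 rose 65.0-fold, or 124-fold without wild-type mouse 2, and the myosin light chain gene Mylpf 21.7-fold. Of the 12 genes of the fixed skeletal muscle list 11 rose, or 12 adjusted over the list alone, with a median log2 fold change of 7.93, or 7.59 with genes at 0 set to the floor (camera adjusted p = 2.17e-60, adjusted p = 0.00348 with an estimated correlation). The gene that did not pass over all genes was Pvalb, which the distal convoluted tubule also expresses, at 92.3 ± 16.1 against 56.0 ± 22.5 CPM. The summed level of the other 11 genes was 296, 261, 289 and 426 CPM in healthy knock-in mice 1 to 4 and 0.971 to 2.81 CPM in wild-type mice. A930016O22Rik, which overlaps Ckm, and Gm12300, which lies among the myosin heavy chain genes, were also called, and without strand information their reads cannot be told from those of their neighbours.

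The gene that fell was Gm13305, a predicted gene on chromosome 4 from 42158842 to 42168603, with no count in the 4 healthy knock-in libraries and 5.81 to 14.9 CPM in the wild-type libraries, at least 205-fold lower (adjusted p = 8.07e-05). In sick knock-in mice Gm13305 stood at 0.0811 to 0.230 CPM. It belongs to a cluster of near-identical copies, so which copy the reads come from is uncertain. H19, an imprinted non-coding RNA of fetal tissues and of muscle, was the only gene called in the list of postnatal growth, at 2.58 ± 0.464 against 0.152 ± 0.104 CPM (adjusted p = 0.0178). The call for H19 did not hold without healthy mouse 1, 2 or 4 (adjusted p = 0.0520, 0.0510 and 0.0562) or without wild-type mouse 1, 3 or 4 (adjusted p = 0.0816, 0.0929 and 0.0839), and its rise of 15.7-fold was 23.6-fold without wild-type mouse 2. H19, Gm13305, A930016O22Rik and Gm12300 fall outside the naming rule and were chosen after their values were seen.

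**Figure D3:**
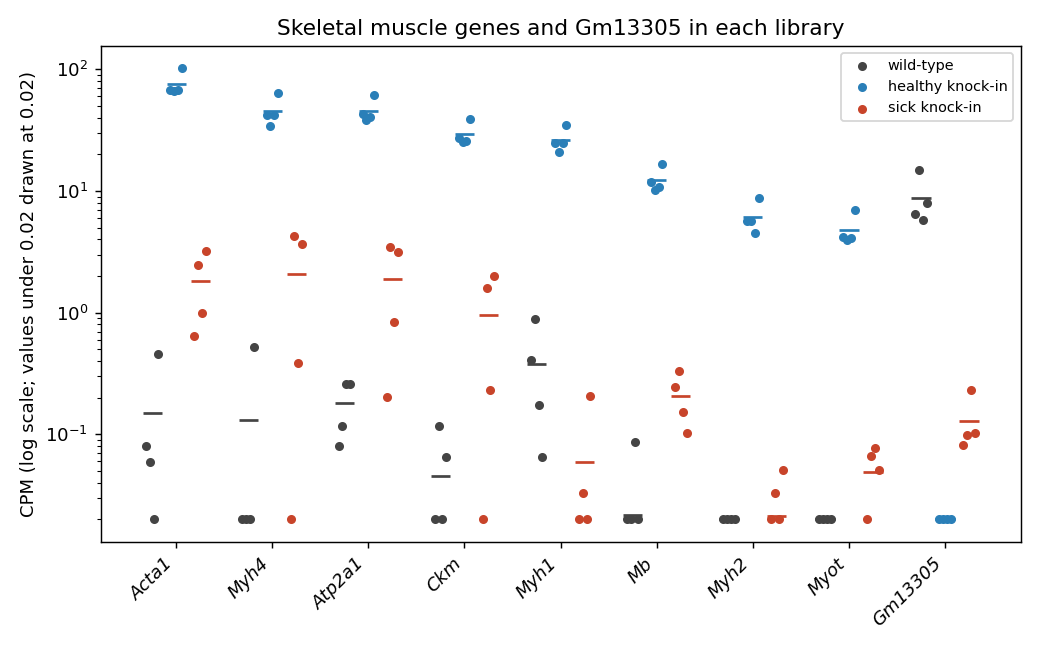
Levels of 8 skeletal muscle genes and of Gm13305 in CPM on a log scale, with 1 point per mouse and a bar at the group mean. The muscle genes are highest in the 4 healthy knock-in mice, and Gm13305 is at 5.81 CPM or more in the wild-type mice and at 0.230 CPM or less in the others.

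**Figure D4:**
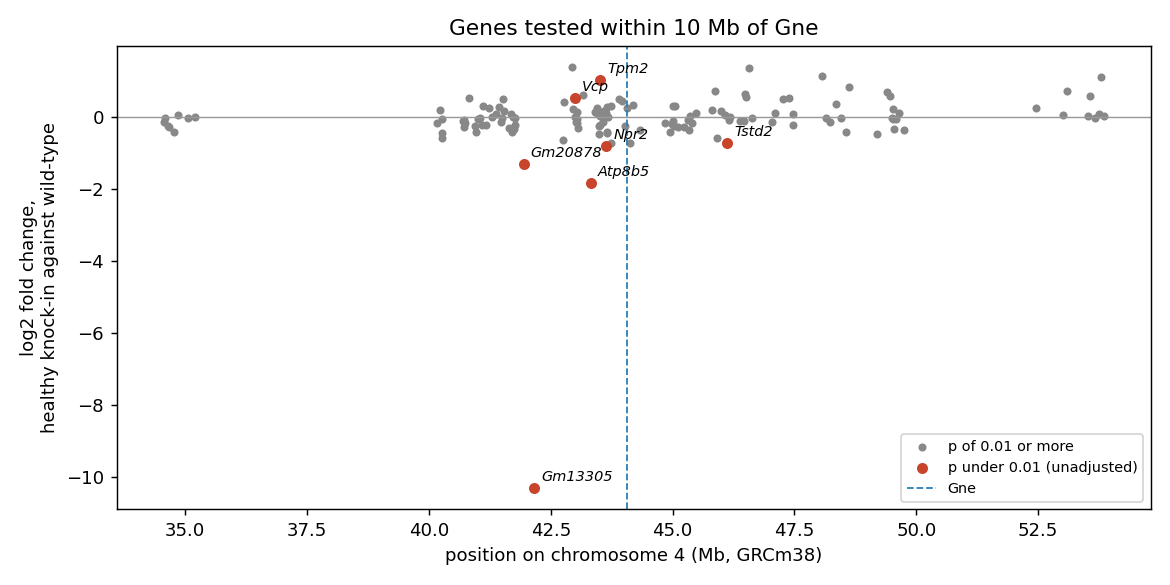
Log2 fold change of healthy knock-in against wild-type mice for the genes tested within 10 Mb of Gne on chromosome 4, by position in Mb of GRCm38. The 7 genes with an unadjusted p below 0.01 are named. Gm13305 is drawn at its fitted -10.30, although with no count in healthy mice only the bound of at least 205-fold holds.

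No member of the injury, immune or tubule lists passed over all genes in healthy knock-in mice. Adjusted over the list alone, 5 of 25 tubular injury genes passed, all higher, namely Krt19, Krt20, Krt18, Vim and Vcam1 (median log2 fold change 0.52, or 0.24 without healthy mouse 4, camera adjusted p = 1.26e-07, adjusted p = 0.499 with an estimated correlation). Krt19 was at 9.41 ± 5.63 against 1.67 ± 0.993 CPM (adjusted p = 0.0665), and it passed in DESeq2 (adjusted p = 6.83e-05), without a filter on low counts, with libraries scaled by their totals alone, and without healthy mouse 1 or 2 (adjusted p = 0.0482 and 0.0208). Vim passed in limma-voom (adjusted p = 0.00462). Podocyte genes had a median of 0.27, or 0.18 without wild-type mouse 2, and 1 of 23 passed adjusted over the list alone (adjusted p = 0.703 with an estimated correlation). Nr4a1 was the only immediate early gene to pass adjusted over the list alone (list median 0.53, or 0.19 without healthy mouse 4 and 0.89 without wild-type mouse 4, adjusted p = 0.733 with an estimated correlation). Macrophage genes had a median of 0.48, or 0.80 without wild-type mouse 4, and T and NK cell genes one of 0.76 (adjusted p = 0.703 with an estimated correlation for both). Nuclear oxidative phosphorylation genes had a median of -0.32 (adjusted p = 0.778 with an estimated correlation) and ribosomal protein genes one of -0.34 (adjusted p = 0.733 with an estimated correlation). Both rested on wild-type mouse 2, without which the medians were -0.05 and -0.03 and the camera calls were lost (adjusted p = 0.1998 and 0.232).

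Camera with a preset correlation called 16 lists up and 4 down in healthy knock-in mice, and of these the skeletal muscle list alone held with an estimated correlation. The 12 lost calls not yet given, among them matrix, complement, thick limb and urothelium genes, had adjusted p values between 0.361 and 0.847 with an estimated correlation. The urothelium median of 2.91 (adjusted p = 0.789 with an estimated correlation) rested on healthy mouse 3, and without it the value was -0.17. That list also did not pass without wild-type mouse 1, 3 or 4 (adjusted p = 0.110, 0.153 and 0.162). In all, 11 of the 20 calls were lost with a single library left out, with adjusted p values from 0.0592 to 0.929, those of urothelium, nuclear oxidative phosphorylation, ribosomal protein, matrix, basement membrane, mesangium, chemokine, complement, cell cycle, fatty acid oxidation and thick limb genes. The chemokine call was also lost without a filter (adjusted p = 0.162) and with a stricter one (adjusted p = 0.0575), and the mesangium call with DESeq2 size factors, with totals alone, without a filter and with the replicate number as a block (adjusted p = 0.0527, 0.0635, 0.0579 and 0.0757). Without wild-type mouse 3, 12 lists instead of 20 passed. Sialic acid synthesis genes had a median of 0.02 (adjusted p = 0.896). In the authors' deposited table, the genes higher number 49 and 1 is lower, of which 44 were called in the same direction here.

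The comparison of sick with healthy knock-in mice sets mice of 1 genotype side by side. Sick kidneys held more transcripts of injury and matrix genes and fewer of proximal tubule genes, and the muscle genes were lower in them. As lists these changes passed in camera with a preset correlation, and none held with an estimated one (adjusted p = 0.243 to 0.269). Lcn2 was 64.0-fold higher in sick mice, at 309.9 ± 74.1 against 4.83 ± 1.92 CPM (SE of the log2 fold change 0.36, adjusted p = 9.46e-07). Cyp4a14, a fatty acid hydroxylase gene, was at 569.7 ± 408 against 7.41 ± 2.88 CPM, 76.7-fold higher or 49.1-fold without sick mouse 3, and Slc22a7 at 1.05 ± 0.782 against 218 ± 122 CPM. In edgeR 3814 genes rose and 3418 fell, 46.4% of those tested, and with libraries scaled by their totals alone 8581 rose and 1425 fell, a share of higher calls of 85.8% instead of 52.7%. The groups did not overlap in 47.2% of the genes tested, where chance gives 2.86%.

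Of the other large rises, Ntsr1 had no count in healthy knock-in mice and was at least 36.3-fold higher in sick mice. Arhgap36, a GTPase-activating protein gene, had 1 count in the healthy libraries and 2.79 ± 1.31 CPM in sick mice. Hp, which encodes haptoglobin, rose 43.0-fold and Slc36a2, an amino acid carrier gene, 45.1-fold. Hp and Slc36a2 were uneven within the sick group, with SDs of 201.4 and 20.2 CPM on means of 136 and 15.8 CPM, and without sick mouse 4 they rose 11.1-fold and 16.2-fold. The largest falls included the muscle genes Myh1, Ckmt2, a mitochondrial creatine kinase gene, and Actc1, the cardiac actin gene. Myh1 was down 408-fold. It had 0, 1, 0 and 4 counts in sick mice 1 to 4, so no fold is given without mouse 4. Ckmt2 was at 11.6 ± 3.01 CPM in healthy mice with 1 count in sick mice, and Actc1 at 5.09 ± 0.894 CPM with 1 count. Myh2 was at 6.12 ± 1.79 CPM in healthy mice and had 2 counts in sick mice. Cntnap5a, Hrg, Slc22a7 and Lipo2 were the others, and Lipo2 was at least 36.8-fold lower.

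Of the fixed lists in this comparison, 23 of 25 tubular injury genes rose (median log2 fold change 2.71, adjusted p = 0.243 with an estimated correlation), as did all 26 matrix genes (median 2.64, adjusted p = 0.269 with an estimated correlation) and 21 of 22 macrophage genes (median 2.32, adjusted p = 0.269 with an estimated correlation). Proximal tubule genes fell, 23 of 24 with a median of -2.75 (adjusted p = 0.243 with an estimated correlation), and so did 29 of 33 nuclear oxidative phosphorylation genes, or 32 adjusted over the list alone (median -1.05, adjusted p = 0.426 with an estimated correlation). In the ribosomal protein list 23 of 30 genes rose, or 26 adjusted over the list alone (median 0.71, adjusted p = 0.534 with an estimated correlation). All 12 skeletal muscle genes fell, with a median of -5.01 (adjusted p = 0.243 with an estimated correlation). Of 11 sialic acid synthesis genes 8 fell, with a median of -0.55 that became 0.03 with libraries scaled by their totals alone (adjusted p = 0.243 with an estimated correlation). In the cholesterol list 12 of 24 genes fell, with a median of -0.48 that became 0.10 under that scaling (adjusted p = 0.464 with an estimated correlation). All 9 adipose genes rose (median 3.97, adjusted p = 0.534 with an estimated correlation), and of 10 urothelium genes Trp63, Foxa1 and Krt5 rose, or 2 adjusted over the list alone (median 2.46, or 5.12 without healthy mouse 3 and 1.62 without sick mouse 4, adjusted p = 0.534 with an estimated correlation).

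The 30 lists that passed in camera between sick and healthy knock-in mice, 16 up and 14 down, were all lost with an estimated correlation, with adjusted p values between 0.243 and 0.552, and 37 passed in fry. The camera call of the intercalated cell list was lost without sick mouse 1 or 4 (adjusted p = 0.0519 and 0.147) or wild-type mouse 2 (adjusted p = 0.0674), and that of the p53 and apoptosis list without sick mouse 2 (adjusted p = 0.0561). That of the T and NK cell list was lost without healthy mouse 2 or 4 (adjusted p = 0.130 and 0.0845), sick mouse 3 or 4 (adjusted p = 0.0974 and 0.170) or wild-type mouse 1, 3 or 4 (adjusted p = 0.0681, 0.0700 and 0.0551), and also without a filter on low counts (adjusted p = 0.0977) and with libraries scaled by their totals alone (adjusted p = 0.210). Under that scaling the calls of the adipose and urothelium lists were lost too (adjusted p = 0.192 and 0.172), and without a filter that of the histone list (median -0.11, adjusted p = 0.445). The authors' deposited table lists 1660 genes higher and 1430 lower, of which 3003 were called in the same direction here.

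Both comparisons with wild-type mice had 29 genes higher and 1 lower in common, the latter Gm13305, and Myh1 and Gm12300 were called in opposite directions. Of the 29 genes, 21 are known skeletal muscle genes, and where those transcripts were made is not known. Of the 48 genes that were higher in healthy knock-in mice, 43 were lower in sick than in healthy mice. Independent lists of these sizes would share 12.4 higher and 0.25 lower genes. With the wild-type mice split into pairs, so that no control served both comparisons, 11 to 16 genes were shared. Each of these fits had fewer controls, and the number shared by chance was not computed for them. The counts of 11 to 16 can thus not be set against 12.4. Across genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.443, where 20 simulations of unchanged groups against shared controls gave 0.512 on average, and a covariance of 0.309, where they gave 0.0525. With split controls r was 0.285 to 0.317 and the covariance 0.262 on average. The log2 fold changes had the same sign in 66.7% of genes, and in 66.9% in the simulations.

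The distance of a library to its group mean in log2 CPM averaged 55.9 in wild-type, 45.4 in healthy knock-in and 49.0 in sick knock-in mice. Exact two-sided permutation tests over 35 splits gave p = 0.6 for sick and p = 0.229 for healthy knock-in against wild-type mice, and p = 0.4 for sick against healthy mice, where the smallest p possible is 0.0286. Wild-type mouse 2 lay 78.5 from its group mean and the other 11 libraries 41.1 to 55.8. Without it the difference to wild-type mice turned from -6.88 to 8.89 for sick and from -10.5 to 4.68 for healthy knock-in mice. Without sick mouse 3 the difference between sick and healthy mice turned from 3.61 to -2.27. A group with fewer libraries lies closer to its own mean, so part of such turns may come from group size.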

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

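Tests of the skeletal muscle genes, of the label of wild-type mouse 2 and of genes listed at 0 were chosen after the results they measure were seen.

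Single mice stood far from the other 3 of their group in 42 of 438 sets of 4 values tested, 9.59%, where chance gives about 1 in 20. Wild-type mouse 2 was the distant one in 10 of them, healthy mouse 4 in 9, wild-type mouse 4 in 7 and sick mouse 3 in 6.

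In wild-type mouse 2 these were Slc22a7 at 502 CPM, Acadm at 2718 CPM, Aoc1 at 15.1 CPM and Kap, listed at 0. Its mean log2 CPM relative to the wild-type mean was -0.71 for proximal tubule genes and 0.54 for nuclear oxidative phosphorylation genes. The proximal tubule value was not recomputed without Kap, so it may rest on that gene listed at 0. For mitochondrially encoded genes the value was -3.13, or 0.03 without the 3 of them listed at 0 in this library. It was 0.72 for ribosomal protein genes and 1.11 for urothelium genes. On the next principal component after the leading one this library lay at -84.7. In wild-type mouse 4 they were Cntnap5a at 11.4 CPM, Hrg at 6.65 CPM, Akr1c14 at 947 CPM, Slc34a3 at 36.6 CPM and Pcx at 931 CPM, with immediate early genes at 1.02 and sialidase and siglec genes at 0.49 relative to the wild-type mean.

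In healthy knock-in mouse 4, Gne was at 76.9 CPM, Krt20 at 4.997 CPM, Aoc1 at 5.45 CPM, Fbp1 at 1344 CPM, Hspd1 at 525 CPM, Pdk4 at 63.6 CPM, and the muscle genes Myot, Ckm and Acta1 at 6.98, 38.8 and 102 CPM. Slc22a12 was at 1599 CPM in healthy mouse 1, and Psca at 13.96 CPM and H19 at 1.89 CPM in healthy mouse 3. In healthy mouse 2 basement membrane genes stood at 0.47 and macrophage genes at 0.39 relative to the wild-type mean, and mitochondrially encoded genes held 14.3% of the counts.

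Among the sick mice, Sprr2f was at 15.0 CPM, Rgs5 at 136 CPM, Slc35a1 at 36.1 CPM, Arhgap36 at 4.76 CPM and Cyp4a14 at 1181 CPM in mouse 3, whose value on the next principal component after the leading one was -38.9. In sick mouse 4, Trp63 was at 13.4 CPM, Slc36a2 at 46.0 CPM and the haptoglobin gene Hp at 437 CPM. In sick mouse 1, St8sia2 was at 8.51 CPM.

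Skeletal muscle genes such as Acta1, Myh4 and Ckm were present in the 4 healthy knock-in libraries and low in the others. The genotype as the whole cause is argued against by the sick mice, which share it and held the list lower, with a median log2 fold change of -5.01 against the healthy ones. Against wild-type mice, 21 of the 38 known muscle genes were called higher in sick mice too. The summed level of 11 muscle genes was 1.82, 16.5, 4.91 and 17.4 CPM in sick mice 1 to 4. In wild-type mice it was 0.971 to 2.81 CPM. Between any pair of healthy libraries the log2 ratio of 11 muscle genes varied across genes with an SD of 0.0776 to 0.197 over 6 pairs. Of 1000 random sets of genes with similar counts 1 had a highest SD as low, as did 3 of 49 other fixed lists, those of nuclear oxidative phosphorylation, mitochondrially encoded and ribosomal protein genes. The fixed ratio is consistent with RNA or reads from skeletal muscle in these libraries, and it does not set that apart from genes expressed together in the kidney. Whether muscle RNA came with adjoining tissue at dissection, or from muscle samples or libraries handled in the same run by contamination or index hopping, was not tested, since neither dissection nor run is given in the sources used here. An effect of the genotype that is present only in mice that stay healthy remains open and was not tested.

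Genes near Gne differed more often in healthy knock-in mice than genes elsewhere. At an unadjusted p below 0.01, 7 of 143 genes within 10 Mb (4.90%) and 168 of 15299 elsewhere (1.10%) differed, an odds ratio of 4.63 (95% confidence interval 1.80 to 10.02, Fisher's exact two-sided p = 0.00122). The genes were Gm13305, Atp8b5, Tstd2, Npr2, Vcp, Gm20878 and Tpm2, and Tpm2 is also expressed in muscle. Gm13305 alone passed after adjustment over all genes, and the others had adjusted p values from 0.056 to 0.847. Against the shared wild-type mice, Vcp had a log2 fold change of 0.51 in healthy and -0.19 in sick knock-in mice. The other named genes went the same way in both. DNA of another strain around the altered allele is a candidate explanation, and an effect of the substitution itself on its neighbours was not tested.

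Wild-type mouse 2 stood apart from the other wild-type mice, with 2562 genes over 2-fold away from them, where the other 11 libraries had 564 to 1279. A sick knock-in mouse labelled as wild-type is argued against as the whole cause. In wild-type mouse 2, 6376 genes were over 2-fold away from the sick mean, where the sick libraries had at most 1279. For a healthy knock-in mouse this count cannot decide. It was 2540 from the healthy mean, where the healthy libraries had at most 1083, and 2562 from the other wild-type mice. Gm13305 was at 14.9 CPM in wild-type mouse 2 and 0 in the healthy knock-in mice. The summed level of 11 muscle genes was 2.53 CPM against 261 to 426 CPM. These values argue against a healthy knock-in mouse for the genes they cover. A swap with a mouse from outside the study was not tested. The deviation of its genes fell with exon length, with a Spearman rho of -0.514 across genes, where sick mouse 3 lay at -0.425 and the other libraries between -0.0705 and 0.364, which is consistent with a loss of long transcripts in wild-type mouse 2, and a similar trend was thus present in sick mouse 3. It also held 4 genes listed at 0, Kap, mt-Atp8, mt-Atp6 and mt-Co3, that had over 1000 counts in each of the other wild-type mice, which is consistent with failed estimates and was seen in no other library. No biological explanation was tested.

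Chance as the source of the counts of genes is argued against by regrouping the 8 libraries of each comparison. Only 1 of 35 splits, the real one, gave as many genes in each of the 3 comparisons, the smallest share that 35 splits can give. Regrouping cannot set a difference in handling between the groups apart from their biology. The real splits called 7933, 49 and 7232 genes for sick against wild-type, healthy against wild-type and sick against healthy mice, and the highest of the other splits called 2, 1 and 1.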

How the results depend on the processing

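Tests against a minimum log2 fold change of 0.5, without the genes listed at 0, and without wild-type mouse 2 and sick mouse 4 together were chosen after the results were seen.

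Of the genes named, 2004 values under the alternatives other than leaving out single libraries kept their direction and their side of the threshold, 8 lost significance, 4 gained it and 1 reversed. Of the list values 448 kept both, 120 lost significance and 4 reversed. Among the other results 87 were kept, and those that were not are given here. For counts of genes, lists and shared genes, kept means a total of similar size, whatever its split by direction. With libraries scaled by their totals alone, 10025 genes differed between sick and wild-type mice, 84.0% of them higher instead of 50.8%. Between sick and healthy mice 10006 differed, 85.8% of them higher instead of 52.7%. Where a value moved, the cause was not tested except where a threshold or an estimated correlation makes it so by construction.

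With libraries scaled by their totals alone, Gne was 0.057 in sick against wild-type and -0.17 (adjusted p = 0.469) in sick against healthy mice, Slc35a1 was 0.10 in sick against wild-type mice, sialic acid synthesis genes were 0.057 and 0.028 and cholesterol synthesis genes 0.22 and 0.10 in sick against wild-type and healthy mice. The list value of 0.057 is that of Gne, which is a member of the sialic acid synthesis list. Scaling by totals alone moved the median gene by 0.59 and 0.58, and upper-quartile scaling by 0.13 and 0.12. Gne in sick against wild-type mice was -0.52 (adjusted p = 0.0390) in limma-voom and -0.53 (adjusted p = 0.00747) with the 8 libraries alone.

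Against a minimum log2 fold change of 0.5, 4943 genes differed between sick and wild-type and 4175 between sick and healthy mice, and with a log2 fold change of at least 1 the counts were 4693 and 4105. In healthy against wild-type mice DESeq2 called 87 genes and limma-voom 86. With an estimated correlation 0, 1 and 0 lists passed, and in fry 1 list passed in healthy against wild-type mice. With wild-type mice split into pairs 15, 12, 12, 16, 12 and 11 genes were shared. On the 500 genes with the largest variance the difference in spread between sick and healthy mice was -0.43. Without the genes listed at 0 the counts were 7930, 49 and 7229, and without wild-type mouse 2 and sick mouse 4 they were 7680, 48 and 7718.

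With each library left out in turn, genes called ranged from 6815 to 8376, from 42 to 54 and from 6150 to 8513. Gne ranged from -0.59 to -0.50 in sick and from -0.12 to 0.39 in healthy against wild-type mice, and from -0.92 to -0.43 in sick against healthy mice. Lists passing ranged from 27 to 34, from 12 to 21 and from 28 to 32, urothelium genes in healthy against wild-type mice from -0.17 to 3.56, and genes shared from 21 to 34. The difference in spread ranged from -12.9 to 8.89, from -16.3 to 4.68 and from -2.27 to 9.94. Of the genes named, Gne, Kap, Ren1, H19 and Krt19 crossed the threshold with a library left out.

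The replicate number as a block gave 7480, 44 and 6809 genes and 35, 20 and 31 lists, and the call for Kap was lost (adjusted p = 0.0715). Deviations of mice with the same number correlated with r from -0.260 to 0.243 over 12 pairs, 4 of them over 0.1. In 5 of the 12 pairs the correlation with the same number was the best, so the numbers were not taken to pair the mice.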

Other observations

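The grouping of the results in this part was chosen after they were seen, and the lists themselves were fixed in advance.

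Further lists held genes that differed between sick and wild-type kidneys, and those given here did not pass camera except the cell cycle and ribosomal protein lists. Of 17 mineral and vitamin D genes 8 fell, or 9 adjusted over the list alone, among them Kl, which encodes the FGF23 co-receptor klotho, 9.94-fold, while Cyp27b1, the gene of the enzyme that activates vitamin D, rose 4.56-fold, and Trpv6 and Fgfr1 rose (adjusted p = 0.111). Of 16 renin angiotensin and mineralocorticoid genes 4 fell, among them Ace, Enpep and Ren1, Ace by 5.90-fold, and Sgk1, Per1 and Tsc22d3 rose (adjusted p = 0.531). In the oxidative stress list 7 genes rose and 8 fell of 20 (adjusted p = 0.569), and the antioxidant enzyme genes Sod2 and Cat fell 3.59-fold and 3.10-fold. Of 22 unfolded protein response genes 12 fell and Atf3, Asns and Trib3 rose (adjusted p = 0.0745). Of 17 glycolysis genes Hk2, Eno2, Pfkp and Slc2a1 rose and 7 fell (adjusted p = 0.283), and of 12 hypoxia targets 4 rose and P4ha1, Vegfa and Car9 fell (adjusted p = 0.864).

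Of 21 genes of postnatal growth and nephron development 12 rose and Igf2bp1, Lhx1 and Crym fell (adjusted p = 0.0584). Genes known to be higher in female mouse kidney went both ways, with 5 of 13 up and 6 down (adjusted p = 0.707). Among 18 circadian clock genes Per1 rose and 4 fell, among them Hlf, Tef and Dbp (adjusted p = 0.379). Foxm1, Mcm2, Ccnb1 and Mcm3 were the cell cycle genes that rose of 28, and Mcm3 alone adjusted over the list alone (median 0.61, camera adjusted p = 0.0344, adjusted p = 0.680 with an estimated correlation), and the camera call was lost without sick mouse 1 or 4 (adjusted p = 0.134 and 0.0614) or wild-type mouse 3 or 4 (adjusted p = 0.0903 and 0.099996), with libraries scaled by their totals alone (adjusted p = 0.170) and in fry (adjusted p = 0.121). The ribosomal protein genes Rps9, Rps4x and Rpl7 rose of 30, and 0 adjusted over the list alone (median 0.37, or 0.65 without wild-type mouse 2, camera adjusted p = 0.0115, adjusted p = 0.680 with an estimated correlation), and the camera call was lost without sick mouse 3 (adjusted p = 0.0549) or wild-type mouse 3 or 4 (adjusted p = 0.0655 and 0.0539) and in fry (adjusted p = 0.121). Of 8 erythroid genes 2 fell, Slc4a1 among them (adjusted p = 0.290), as did Cela1 and Alb of 5 liver and pancreas genes (adjusted p = 0.259). Of 12 skeletal muscle genes 8 were higher in sick than in wild-type mice and Pvalb and Myh1 were lower (adjusted p = 0.208), with a summed level of 1.82, 16.5, 4.91 and 17.4 CPM in sick mice 1 to 4 for the 11 genes other than Pvalb. The adrenal gene Mc2r rose, in a list of 3 measured genes, and of 4 measured sex check genes 0 differed in edgeR, where these lists were too short for a test.

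The log2 fold changes of the authors' deposited table and those computed here had a Pearson r across genes of 0.989, 0.970 and 0.993 for sick against wild-type, healthy against wild-type and sick against healthy mice.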
